# Identification of novel regulators of dendrite arborization using cell type-specific RNA metabolic labeling

**DOI:** 10.1371/journal.pone.0240386

**Published:** 2020-12-02

**Authors:** Mohamed Y. Aboukilila, Josephine D. Sami, Jingtian Wang, Whitney England, Robert C. Spitale, Michael D. Cleary

## Abstract

Obtaining neuron transcriptomes is challenging; their complex morphology and interconnected microenvironments make it difficult to isolate neurons without potentially altering gene expression. Multidendritic sensory neurons (md neurons) of *Drosophila* larvae are commonly used to study peripheral nervous system biology, particularly dendrite arborization. We sought to test if EC-tagging, a biosynthetic RNA tagging and purification method that avoids the caveats of physical isolation, would enable discovery of novel regulators of md neuron dendrite arborization. Our aims were twofold: discover novel md neuron transcripts and test the sensitivity of EC-tagging. RNAs were biosynthetically tagged by expressing CD:UPRT (a nucleobase-converting fusion enzyme) in md neurons and feeding 5-ethynylcytosine (EC) to larvae. Only CD:UPRT-expressing cells are competent to convert EC into 5-ethynyluridine-monophosphate which is subsequently incorporated into nascent RNA transcripts. Tagged RNAs were purified and used for RNA-sequencing. Reference RNA was prepared in a similar manner using 5-ethynyluridine (EUd) to tag RNA in all cells and negative control RNA-seq was performed on “mock tagged” samples to identify non-specifically purified transcripts. Differential expression analysis identified md neuron enriched and depleted transcripts. Three candidate genes encoding RNA-binding proteins (RBPs) were tested for a role in md neuron dendrite arborization. Loss-of-function for the m6A-binding factor Ythdc1 did not cause any dendrite arborization defects while RNAi of the other two candidates, the poly(A) polymerase Hiiragi and the translation regulator Hephaestus, caused significant defects in dendrite arborization. This work provides an expanded view of transcription in md neurons and a technical framework for combining EC-tagging with RNA-seq to profile transcription in cells that may not be amenable to physical isolation.

## Introduction

Neuron development requires regulation of gene expression at the transcriptional and post-transcriptional levels. *Drosophila* peripheral nervous system (PNS) neurons provide a useful model for investigating these mechanisms. Sensory neurons of the larval PNS are classified according to dendrite morphology: external sensory and chordotonal neurons have a single dendrite, bipolar dendrite neurons have two unbranched dendrite projections, and multidendritic (md) neurons have more complex dendritic arborization. Md neurons innervate the larval body wall and function as touch receptors, proprioceptors, thermoreceptors or nociceptors. Md neurons have proven useful for investigating the molecular mechanisms that control dendrite arborization [1]. Foundational work used a mutagenesis screen to identify genes that regulate dendrite arborization [2]. Others have taken a reverse genetics approach and tested candidates through RNA-interference (RNAi) based on the functional properties of candidates [3, 4]. The ability to induce neuron-specific RNAi in *Drosophila* makes reverse genetics an attractive approach and the efficacy of candidate choice can be improved by selecting genes from neuron-specific transcriptome data.

Transcriptome profiling of dendritic arborization (da) neurons, a subclass of md neurons, has been performed using fluorescence-activated cell sorting (FACS) [5] or magnetic bead-based purification [6]. These studies used differential expression data to select candidates and demonstrated roles for those genes in da neuron dendrite arborization. One caveat of physical isolation is that neurons are removed from their natural environment and undergo processing prior to RNA extraction, possibly inducing transcriptional and post-transcriptional responses that do not reflect *in vivo* gene expression. An alternative approach is to use biosynthetic RNA tagging methods that do not require physical isolation and enrich for nascent and recently-transcribed mRNAs [7]. These methods use metabolic labeling, under *in vivo* conditions, to generate tagged RNAs in the cells of interest. Tagged RNAs are subsequently purified from total RNA of animals or tissues. We recently described a cell type-specific biosynthetic RNA tagging method called EC-tagging [8]. EC-tagging works via targeted expression of a nucleobase-converting fusion enzyme composed of cytosine DEminase and uracil phosphoribosyltransferase (CD:UPRT). Metazoans lack cytosine DEminase activity and have varying endogenous uracil phosphoribosyltransferase activity, depending on organism or cell type [9, 10]. Only cells expressing CD:UPRT are competent to convert the bioorthogonal base 5-ethynylcytosine (EC) into 5-ethynyluracil (via CD activity) and subsequently into 5-ethynyluridine monophosphate (via transgenic UPRT and endogenous pathways) which is ultimately incorporated into nascent RNAs. The 5-ethynyl group allows click-chemistry-based biotinylation of tagged RNAs and subsequent purification on streptavidin beads. We previously demonstrated the utility of EC-tagging in the *Drosophila* central nervous system (CNS) [8]. This initial work used a microarray platform to analyze transcriptomes of relatively large populations of neurons (the entire larval CNS and the mushroom body neurons). To further test the specificity and sensitivity of this technique and to discover novel regulators of dendrite arborization, here we combine EC-tagging with RNA-sequencing to generate md neuron transcriptome profiles.

## Results

### EC-tagging enriches for larval md neuron-specific transcripts

To identify genes transcribed in all md neurons, we used *Gal4*^*109(2)80*^ [2] to drive *UAS-CD*:*UPRT* and fed 5EC for 12 hours to L3 larvae staged between 72–84 hours after hatching. Though formed in embryos, md neuron dendrites continue growth, elongation and/or arborization throughout the L3 stage [5], thus we predicted relevant genes of interest would be transcribed during this timeframe. Based on a previously described neural EC-tagging time-course [8], we estimate it takes six hours before ingested 5EC is metabolized to the point that widespread RNA tagging occurs in target neurons. The twelve-hour 5EC feeding is therefore expected to generate a population of tagged RNAs synthesized over approximately six hours. At the end of EC feeding, larval carcass (containing primarily muscle, epidermis and the peripheral neurons of interest) was dissected to remove CNS neurons that express *Gal4*^*109(2)80*^. A reference sample was prepared by feeding 5-ethynyluridine (5EUd) to stage-matched *UAS-CD*:*UPRT* larvae, in the absence of any Gal4. 5EUd is incorporated into RNA independent of CD:UPRT and thus provides a reference containing mRNAs transcribed in all cells over the same labeling period. As a negative control, we prepared “mock-tagged” samples in which larvae were not fed 5EC or 5EUd but were subjected to the same carcass dissection and RNA processing. The mock sample serves as a control for the stringency of the purification and allows identification of transcripts that may be purified independent of EC-tagging. This type of mock reference has proven useful in other biosynthetic RNA labeling experiments [11, 12].

For all three sample types (5EC-tagged, 5EUd-tagged and mock-tagged), equal amounts of total RNA were biotinylated and applied to streptavidin beads. 

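The deposited data hold 6 libraries, 2 biological replicates of each of the 3 sample types. Larvae were fed 1 mM 5EC or 5EUd, or neither analog for the mock-tagged samples, for 12 hours from 72 to 84 hours after hatching, and 20 μg of total carcass RNA entered each purification. The authors trimmed the reads, pseudo-aligned them to the annotated transcripts with kallisto and deposited the abundance of each transcript as TPM, a unit corrected for transcript length and for the number of reads. The table lists 30828 transcripts of 14240 genes. It holds no read counts, so the depth behind a single value is not known from it. A transcript with no abundance is left blank, and blanks were read as 0. Genes named as ribosomal protein genes, most of them widely transcribed, are among the blanks. Of 92 such genes, 19 were blank in each 5EC-tagged library, 7 and 6 in the 5EUd-tagged libraries, and 14 and 24 in the mock-tagged libraries. The set was taken by gene name, so some of its blanks may be genes that these tissues do not express. A blank may thus be a missed or an absent transcript. It is reported only as listed at 0, and no fold change of a single gene or transcript is given against a group listed at 0. Comparisons were made on log2(TPM + 1) with limma's moderated test, over transcripts with a mean of at least 1 TPM in the 4 libraries compared. A transcript was called when its Benjamini-Hochberg adjusted p-value was below 0.05 and its difference at least 2-fold. Fold changes on the log2(TPM + 1) scale understate the change of low transcripts. For lists of genes, the median is of the log2 ratio of mean TPM + 1, which leans towards the higher replicate, unless it is given for the mean of the log2 values that limma fits. With 2 libraries per group, the test recovered 31% of 200 simulated transcripts changed by 3 on the log2 scale when the spread was taken from the 5EC-tagged replicates, and 34% when it was taken from the 5EUd-tagged replicates. It also called 12 and 8 unchanged transcripts, 16.2% and 10.5% of all calls in these simulations, which is above the 5% that the adjusted p-value aims at. Each simulated transcript had the spread of its own replicates in all 4 libraries, so one blank in both replicates had none. Changed transcripts were drawn from the more abundant ones in ref-RNA, and no general shift between sample types was simulated. The rates in the data may therefore differ. Values were also summed over the transcripts of each gene. Genes are placed on the BDGP6.54 annotation of Ensembl release 115.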

RNA captured on the beads was directly used to prepare sequencing libraries. 

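The number of transcripts with a value differed between the sample types. The 5EUd-tagged libraries listed 16100 and 17205 transcripts above 0, the 5EC-tagged libraries 6701 and 7335, and the mock-tagged libraries 3075 and 2441. At 1 TPM or more the numbers were 13331 and 13925 for 5EUd, 2911 and 3199 for 5EC, and 2440 and 2046 for mock. Both 5EUd-tagged replicates listed 13361 of the transcripts above 0, both 5EC-tagged replicates 4146, and both mock-tagged replicates 1171. Mitochondrial transcripts made up 24.2% and 25.0% of the TPM in the 5EUd-tagged libraries, 39.1% and 31.1% in the 5EC-tagged libraries, and 3.87% and 1.42% in the mock-tagged libraries. The 10 most abundant transcripts of each library held 31.3% and 31.1% of the TPM for 5EUd, 43.5% and 36.4% for 5EC, and 53.8% and 61.4% for mock.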

The number of mapped reads per sample agreed with the expected yield of tagged RNA: 5EUd-tagging (expected high yield, RNA tagging in all cells) gave 48–56.6 million reads, 5EC-tagging (expected low yield, RNA tagging only in rare md neurons) gave 2.7–7.7 million reads, and mock-tagging (background) gave 0.11–0.13 million reads. 

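Across all 30828 transcripts on the linear TPM scale, the squared Pearson correlation (R2) between replicates was 0.969 for 5EUd-tagged RNA, 0.924 for 5EC-tagged RNA and 0.0365 for mock-tagged RNA. These are correlations across transcripts, which are not independent replicates, so no p-value is given. On log10(TPM + 1), R2 was 0.641 for 5EUd, 0.176 for 5EC and 0.257 for mock. Without the 10 most abundant transcripts of each sample type, the linear R2 was 0.787 for 5EUd, 0.572 for 5EC and 0.0117 for mock. Without the 100 most abundant, it was 0.810 for 5EUd, 0.0332 for 5EC and 0.221 for mock. Between sample types, each 5EC-tagged library compared with each 5EUd-tagged library gave a linear R2 from 0.826 to 0.896, and from 0.171 to 0.186 on log10(TPM + 1).

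**Figure D1:**
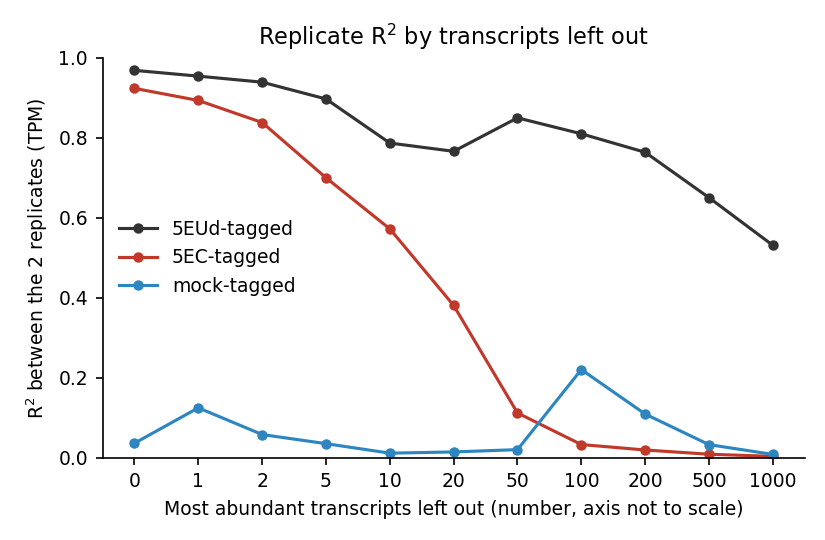
R2 between the 2 replicates of each sample type on the linear TPM scale (vertical axis) after leaving out the given number of most abundant transcripts of that sample type (horizontal axis, not to scale). R2 for 5EC-tagged RNA falls from 0.924 with all transcripts to 0.0332 without the 100 most abundant, where 5EUd-tagged RNA is at 0.810 and mock-tagged RNA at 0.221.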

5EC-tagged biological replicates and 5EUd-tagged biological replicates had a high degree of RNA-seq correlation, while the correlation for mock-tagged replicates was much lower (**S1 Fig**). To identify transcripts enriched in md neurons, we performed differential expression (DE) analysis to compare 5EC-tagged RNA (EC-RNA) and 5EUd-tagged RNA (ref-RNA). This differential expression analysis was performed using two versions of the ref-RNA: 1) the complete RNA-seq dataset and 2) a randomly generated subset of 2.7 million reads (see methods). 

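Before any test, the EC-RNA value of each gene was set against its mean in ref-RNA, for the 3595 genes with a mean of at least 20 TPM in ref-RNA. The ratios fell into 2 clusters in each 5EC-tagged library. In replicate 1, 1071 genes lay at or above 1 part in 8 of their ref-RNA value, 1841 lay below it and 683 were blank. In replicate 2, 1616 genes lay at or above that boundary, 1352 below it and 627 were blank. The median gene of the lower cluster stood at 1.61% of its ref-RNA value in replicate 1 and at 0.648% in replicate 2. Of the genes in the upper cluster of either replicate, 63.2% were in it in only 1, counted over the 3556 genes with an annotated length. The share of genes in the upper cluster rose with abundance in ref-RNA, from 17.2% and 30.9% in replicates 1 and 2 at 20 to 50 TPM to 92.7% and 96.9% above 1000 TPM.

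**Figure D2:**
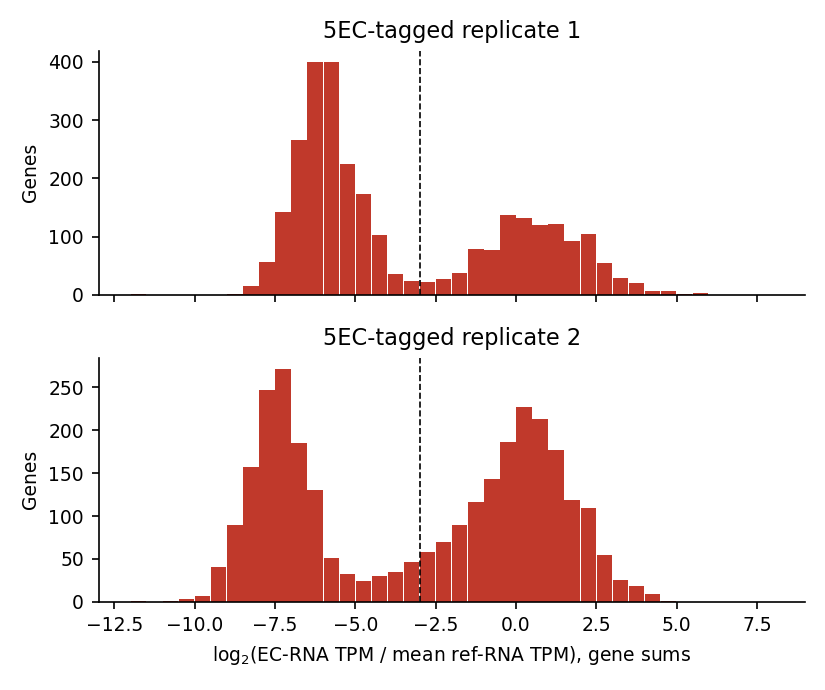
Number of genes (vertical axes) by the log2 ratio of EC-RNA TPM in 1 replicate to the mean ref-RNA TPM (horizontal axis), for genes with at least 20 TPM in ref-RNA and a value above 0 in that replicate. The dashed line marks 1 part in 8, and genes to its left, 1841 in replicate 1 and 1352 in replicate 2, form the lower cluster.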

The random subset matches the read depth of the lowest yield EC-RNA library, thus controlling for possible sample size effects.

DE analysis identified 937 enriched transcripts and 236 depleted transcripts (minimum two-fold difference and adjusted p-value < 0.05). 

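With limma on log2(TPM + 1), 86 of 14534 transcripts were called higher in EC-RNA than in ref-RNA and 6472 lower. The median log2 fold change of all transcripts tested was -2.34. Of the transcripts called lower, 3311 were blank in both 5EC-tagged libraries. Quantile normalization moved the counts most, to 0 higher and 0 lower, with 467 higher and 1144 lower at an unadjusted p-value below 0.05. The copy of S1 Table used here lists 936 enriched transcripts, where the text gives 937, and 236 depleted transcripts. Of the 936, 497 were blank in 1 of the 2 5EC-tagged libraries and 439 were above 0 in both. The 2 EC-RNA values were more than 10-fold apart, on TPM + 1, for 680 of them. Both EC-RNA values lay above both ref-RNA values for 319. The list was chosen for such a difference in these same libraries, so the 16.7% that chance gives for unselected transcripts is no baseline for it. Of the 892 that passed the filter, 83 were called higher here. Of the 236 depleted transcripts, 160 were blank in both 5EC-tagged libraries, 211 had both EC-RNA values below both ref-RNA values and 193 were called lower here.
Among the transcripts called higher with both EC-RNA values above both ref-RNA values, the smallest p-values belonged to transcripts of zfh2, rhea, Camta, CG31689 and Adar. The zfh2 transcript FBtr0307167 was at 15.9 and 18.2 TPM in EC-RNA and at 0 and 0.0402 TPM in ref-RNA, a log2 fold change of 4.14 (standard error 0.25, limma adjusted p = 0.0067). It was at 375 TPM in 1 mock-tagged library and blank in the other. The rhea transcript FBtr0333108 was below 1 TPM in both 5EUd-tagged libraries and blank in both mock-tagged libraries, with a log2 fold change of 6.10 between EC-RNA and ref-RNA (standard error 0.42). For the Camta transcript, at 52.9 and 60.2 TPM in EC-RNA, mock-RNA was at 7.80 and 4961 TPM. The CG31689 and Adar transcripts were blank in both mock-tagged libraries. Among those called lower, the smallest p-values belonged to transcripts of Hk, l(3)76BDm, CG1103, CG9467 and Dh44-R2, all blank in both 5EC-tagged libraries. The Hk transcript FBtr0331336 was at 15.1 and 15.2 TPM in ref-RNA. With both EC-RNA values at 0, such p-values depend on how closely the 2 ref-RNA values lie and do not rank the size of depletion. Another Hk transcript, FBtr0307879, is listed in S1 Table as enriched. It was at 84.0 and 38.9 TPM in EC-RNA, below 1 TPM in ref-RNA, and at 852 and 357 TPM in mock-RNA. The paper tested the read data with DESeq2 and takes transcripts that pass its fold and p-value thresholds as enriched or depleted in md neurons.

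**Figure D3:**
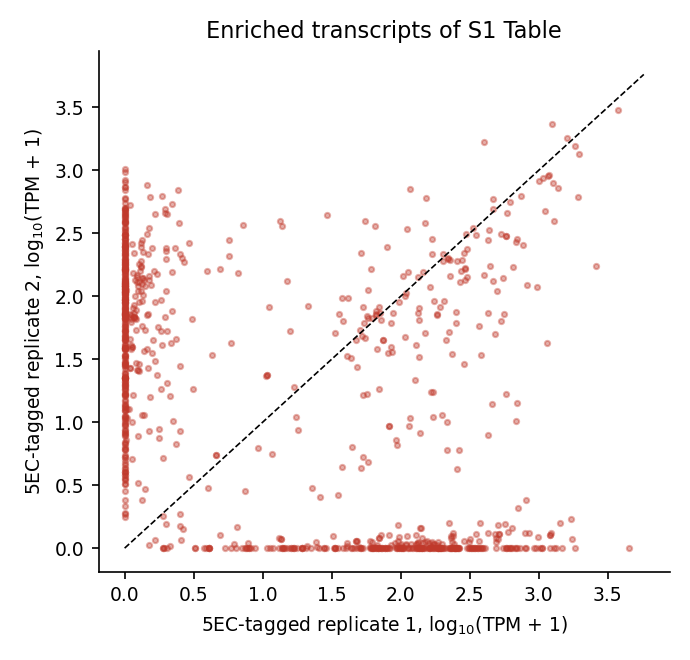
The 936 transcripts that S1 Table lists as enriched, each a point, by TPM in 5EC-tagged replicate 1 (horizontal axis) and replicate 2 (vertical axis), both on log10(TPM + 1), with equal values on the dashed line. The 497 transcripts blank in 1 replicate lie on the axes, and 680 have replicates more than 10-fold apart.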

To address potential non-specific purification among the enriched transcripts, we compared transcript levels between EC-RNA and mock-RNA. This comparison identified 85 transcripts with no significant enrichment compared to mock-RNA, thus reducing the list of md neuron transcripts to 852. 

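Between EC-RNA and mock-RNA, none of 5502 transcripts was called higher or lower, and the smallest limma adjusted p-value was 0.162. At an unadjusted p-value below 0.05, 393 were higher and 107 lower in EC-RNA. Fitting all 3 sample types together, so that they shared one spread, gave 66 higher and 8 lower. Of the 936 enriched transcripts listed in S1 Table, 624 were blank in both mock-tagged libraries and 220 in 1 of them. Both EC-RNA values lay above both mock-RNA values for 333, again in a list chosen from these libraries. The mean EC-RNA value was below the mean mock-RNA value for 58. The table lists 84 transcripts as potential background, where the text gives 85. For 56 of these 84 the mock-RNA mean was at or above the EC-RNA mean. TPM sets every library to the same total, so these comparisons leave out the difference in yield. The paper gives the mock-tagged libraries far fewer mapped reads. A given TPM in mock-RNA therefore rests on fewer reads than in EC-RNA, and a blank there excludes less. The paper reasons that an enriched transcript with no significant excess over mock-RNA may have been purified without a tag, and removes it.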

Similar background correction for depleted transcripts is not possible since transcripts that are rare or absent in md neurons are expected to be low in EC-RNA and mock-RNA. 

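The genes labelled in Fig 1 were examined as the sum over all transcripts of each gene and as the transcript with the smallest adjusted p-value in S1 Table. The study chose these genes from the same libraries, so they are not independent evidence. Of the 8 md neuron genes, Lis-1 and Cirl had both EC-RNA values above both ref-RNA values, none had both below, and 6 overlapped. Lis-1 (chromosome 2R, 16178826 to 16185103) was at 315 and 134 TPM in EC-RNA and at 95.5 and 88.5 TPM in ref-RNA. Cirl (chromosome 2R, 8614722 to 8625203) was at 93.6 and 101 TPM in EC-RNA and at 60.4 and 49.7 TPM in ref-RNA. The 2 EC-RNA values were more than 10-fold apart, on TPM + 1, for 4 genes. Lar was at 39.7 and 0.230 TPM, fray at 2.14 and 179 TPM, Caper at 0.490 and 141 TPM, and Patronin at 82.6 and 0.0415 TPM. The median log2 ratio of mean TPM + 1 of the 8 genes was 0.77, and it was -0.25, in the opposite direction, for the mean of the log2 values. No gene was called, over all genes tested or adjusted over the list alone. The smallest adjusted p-value among them was 0.441, and no gene had an unadjusted p-value below 0.05. As single transcripts, the 8 were blank in both 5EUd-tagged libraries and 7 of them were blank in 1 5EC-tagged library.
Of the 8 muscle genes, nrm, bt, Mhc, Zasp52 and sls had both EC-RNA values below both ref-RNA values, and how had both above. Chance gives each arrangement for 16.7% of unselected genes, which is no baseline for a chosen list. The gene bt (chromosome 4, 724400 to 776474) was at 1361 and 1190 TPM in EC-RNA and at 4010 and 3290 TPM in ref-RNA, a log2 fold change of -1.51 (standard error 0.18, limma adjusted p = 0.00656). Mhc (chromosome 2L, 16766566 to 16788766) was at 1466 and 2784 TPM in EC-RNA and at 6906 and 6172 TPM in ref-RNA, a log2 fold change of -1.69 (standard error 0.37, limma adjusted p = 0.0283). These 2 genes were called lower over all genes tested, and 1 of them, bt, when adjusted over the list alone. The gene how (chromosome 3R, 22042191 to 22079321) was at 836 and 782 TPM in EC-RNA and at 447 and 357 TPM in ref-RNA. Over all 9064 genes tested, 5080 were called lower and the median was -2.59 for the mean of the log2 values. For the muscle genes it was higher, at -0.86, and their median log2 ratio of mean TPM + 1 was -0.65. The ratio of means was -0.16 without 5EC-tagged replicate 1 and -1.39 without replicate 2. It was 2.72, in the opposite direction, with median-of-ratios scaling, which raises EC-RNA against ref-RNA by a mean of 3.50 on the log2 scale. Single transcripts of these genes were further apart. The bt transcript FBtr0301340 was blank in both 5EC-tagged libraries and at 198 and 123 TPM in ref-RNA. For Mhc the transcript with the smallest adjusted p-value in S1 Table, FBtr0080906, is listed as enriched, at 16.0 TPM and blank in EC-RNA, and 2 other Mhc transcripts are listed as depleted. The other Mhc transcript listed as enriched, FBtr0080896, was at 1006 and 827 TPM in EC-RNA and at 0.146 and 37.0 TPM in ref-RNA.

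**Figure D4:**
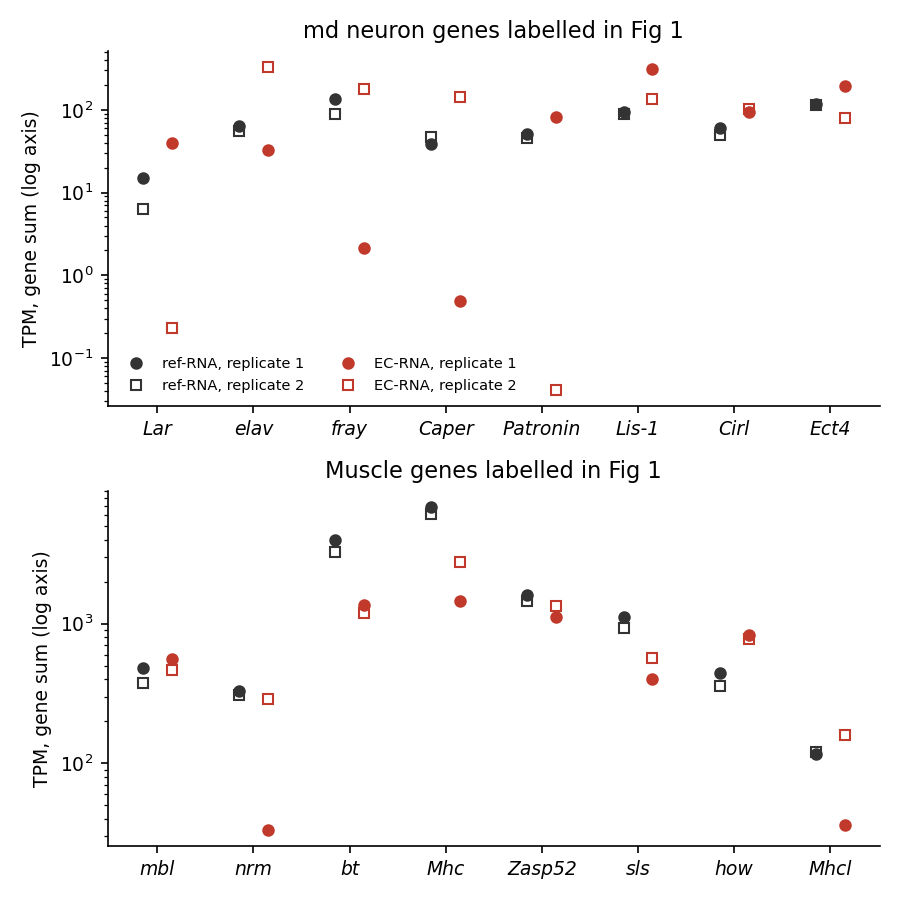
TPM summed over the transcripts of each gene (vertical axes, log scale) for the 8 md neuron genes (top) and 8 muscle genes (bottom) labelled in Fig 1, with 1 point per library. The EC-RNA replicates of Patronin lie at 82.6 and 0.0415 TPM, and those of bt, at 1361 and 1190 TPM, lie below both ref-RNA values as deposited.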

In the background-corrected dataset, known md neuron transcripts are among the most significantly enriched and known muscle-specific transcripts are among the most significantly depleted **(Fig 1)**. The top 60 enriched or depleted genes are listed in **Fig 2** and the complete DE results are provided in **S1 Table.** EC-RNA compared to the subset ref-RNA yielded 571 enriched transcripts and 130 depleted transcripts (minimum two-fold difference and adjusted p-value < 0.05) and the background correction procedure removed 39 transcripts from the enriched list (**S1 Table)**. 

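The 60 enriched and 60 depleted genes of Fig 2 were also summed over their transcripts. Of the enriched genes, 14 had both EC-RNA values above both ref-RNA values, 5 had both below and 41 overlapped. Their median log2 ratio of mean TPM + 1 was 0.64, and -0.39, in the opposite direction, for the mean of the log2 values. The EC-RNA values of 33 were more than 10-fold apart on TPM + 1. None was called in limma's test, and none had an unadjusted p-value below 0.05. Of the single S1 Table transcripts behind these 60 genes, 54 were blank in 1 of the 2 5EC-tagged libraries. Of the depleted genes, 31 had both EC-RNA values below both ref-RNA values and 5 had both above, with a median log2 ratio of mean TPM + 1 of -0.58, and -1.26 for the mean of the log2 values. Of these, 13 were called lower over all genes tested and 11 when adjusted over the list alone. As gene sums, 5080 of all 9064 genes tested were called lower, with a median log2 fold change of -2.59. The median of the depleted list, -1.26 for the mean of the log2 values, was thus above that of all genes tested. The study chose both lists from these libraries, so they are not independent evidence. Of the 11 enriched genes that Fig 2 codes as expressed in md neurons, 3 had both EC-RNA values above and 3 had both below. Of the 27 depleted genes coded as muscle, 19 had both below and 1 had both above. In the paper's S1 Table, 93 of the enriched transcripts have the same log2 fold change of 30, its largest value.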

Enriched and depleted transcripts were similar regardless of the type of ref-RNA used (commonly enriched transcripts are denoted in **S1 Table**). We also performed gene ontology (GO) analysis on the complete ref-RNA DE results (**Fig 3**) and the subset ref-RNA DE results (**S2 Fig**). Both approaches yielded multiple neuron-specific GO categories including “peripheral nervous system development” and “dendrite morphogenesis”. The “synaptic growth at neuromuscular junction” GO category reflects the fact that enriched genes in this category function in the synapses of motor neurons and md sensory neurons. 

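As gene sums, stai (stathmin), shot, kay, shn and aop gave EC-RNA replicates that overlapped with ref-RNA in 4 cases. The gene stai was at 314 and 0.234 TPM in EC-RNA and at 24.1 and 21.5 TPM in ref-RNA. The gene shot was at 69.3 and 128 TPM in EC-RNA and at 95.4 and 83.9 TPM in ref-RNA. The gene kay was at 277 and 177 TPM in EC-RNA and at 209 and 181 TPM in ref-RNA. For aop the EC-RNA values were 0.704 and 150 TPM, and the ref-RNA values 32.6 and 25.5 TPM. For shn, at 34.7 and 0.284 TPM, both EC-RNA values lay below the ref-RNA values of 48.8 and 45.3 TPM. The log2 ratio of shn is -1.38 on these values and 2.28, in the opposite direction, with median-of-ratios scaling. None of these 5 genes was called in limma's test, and the smallest adjusted p-value was 0.344. The single kay transcript of S1 Table, FBtr0099990, was at 272 and 157 TPM in EC-RNA and at 25.2 and 11.3 TPM in ref-RNA, a log2 fold change of 3.53 (standard error 1.02, limma adjusted p = 0.0753).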

Non-neural GO categories, “dorsal closure” and “border follicle cell migration”, reflect the fact that many neurite growth or morphogenesis genes (e.g. *stathmin*, *shot*, *kay*, *shn*, *aop*) are also involved in these processes. In addition to the EC-tagged data, we performed GO analysis on DE results comparing mock-RNA to the complete or subset ref-RNA. 

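Between mock-RNA and the complete ref-RNA, limma called 176 transcripts higher and 7620 lower in mock-RNA, of 14457 tested. With quantile normalization the counts were 221 higher and 777 lower, so that 22.1% of the calls were higher in place of 2.26%. The median log2 fold change of all transcripts tested was -2.73.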

Importantly, the mock-tagged DE data did not result in any significant GO category enrichment.

**Fig 1:**
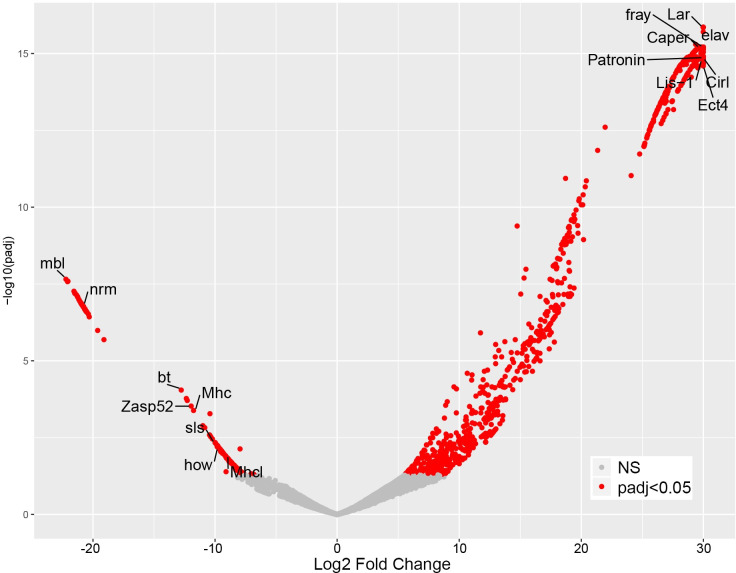
Identification of md neuron enriched and depleted transcripts. Volcano plot of differential expression results showing the log_2_ fold change for EC-tagged TPM / EUd-tagged TPM (x-axis) and the adjusted p-value for each transcript (y-axis). NS = not significant. Select genes with known md neuron expression (enriched side of plot) and known muscle expression (depleted side of plot) are labeled.

**Fig 2:**
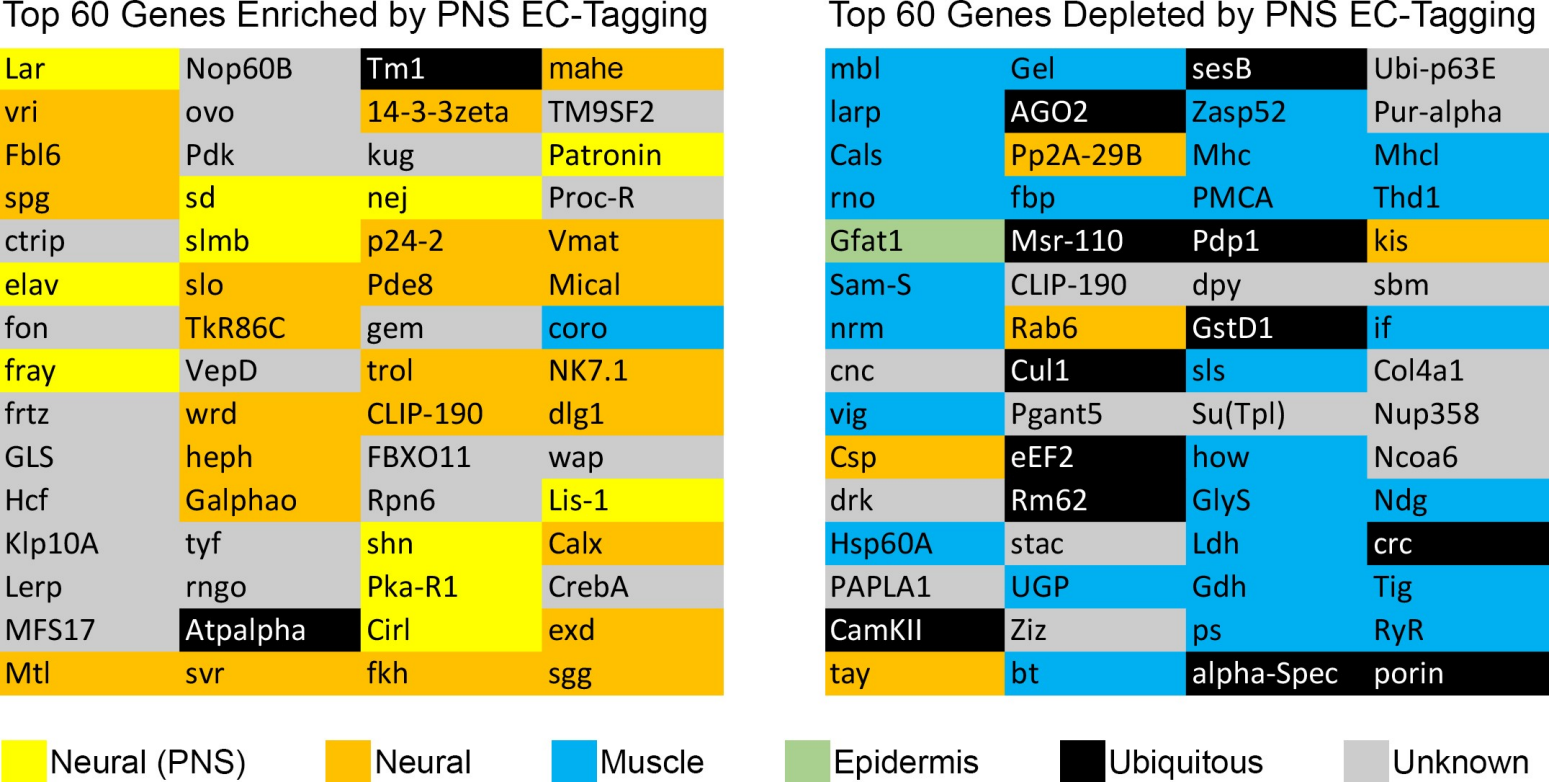
Top md neuron enriched and depleted transcripts. Only named genes are included, genes known only by “CG number” were excluded. The primary tissue expression pattern is color coded. Tissue expression was determined by searching Flybase annotations and published literature. “Neural (PNS)” indicates known expression in larval md neurons. “Neural” indicates expression in the central nervous system at any stage. “Muscle” indicates expression in any type of muscle at any stage. “Epidermis” indicates expression in epidermis at any stage. “Ubiquitous” indicates either widespread expression or evidence of expression in both neurons and muscle. “Unknown” indicates the literature do not support assignment to any of the other categories.

**Fig 3:**
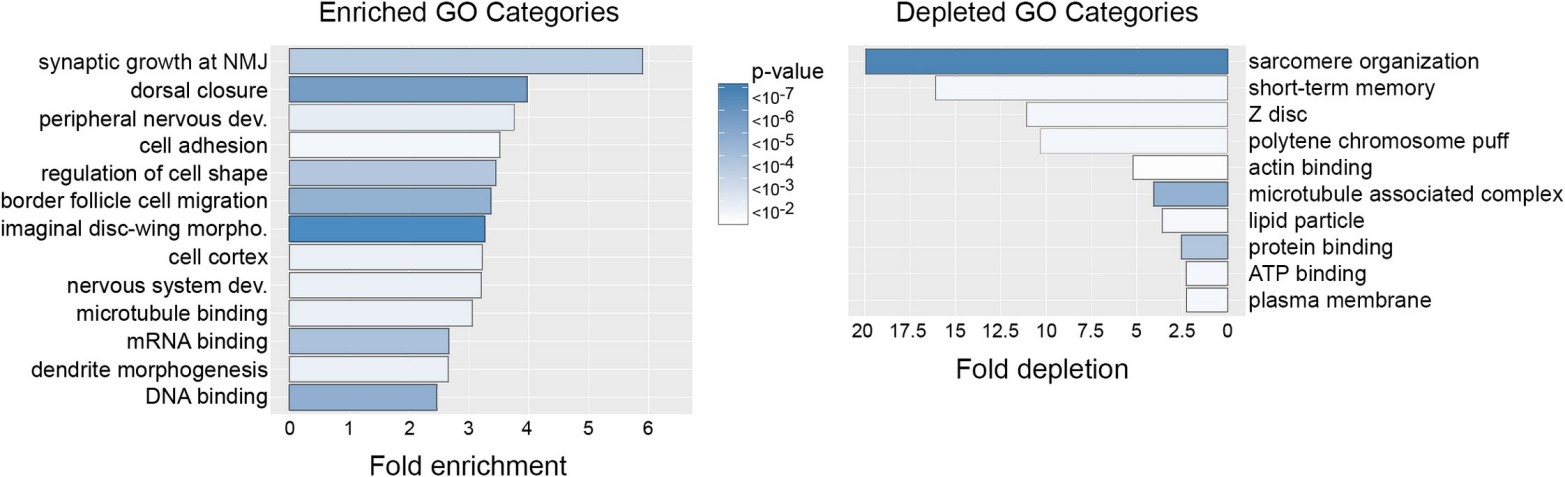
Gene ontology of enriched and depleted transcripts. GO categories over-represented among EC-RNA enriched and depleted genes. Observed / expected value = frequency of category genes in EC-RNA / frequency in the *Drosophila* genome. Heatmap = Bonferroni-corrected P-values. NMJ = neuromuscular junction.

Given the agreement between EC-RNA compared to the full or subset ref-RNA, we focused subsequent analyses on the background-corrected EC-RNA versus full ref-RNA. In addition to the genes listed in **Fig 2**, this dataset contains many previously described md neuron genes (according to Flybase annotations and associated references), including transcription regulators (*ab*, *ttk*, *stan*, *cnc*, *jim*, *kay*, *gro*), RNA-binding factors *(bel*, *Caper*, *Fmrp*, *sqd*, *stau*, *rump*), ion channels (*Piezo*, *SK*), signal receptors and transducers (*EcR*, *Egfr*, *Rac1*, *spin*, *puc*), and cytoskeletal factors (*spas*, *shot*). 

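The transcription regulators, RNA-binding factors, ion channels, signal receptors and transducers, and cytoskeletal factors named here were examined as gene sums. Of the 7 transcription regulators, ttk and gro had both EC-RNA values above both ref-RNA values. The gene ttk was at 91.6 and 148 TPM against 83.6 and 75.6 TPM, and gro at 40.4 and 96.4 TPM against 39.1 and 37.0 TPM. The gene jim had both below, at 55.7 and 41.2 TPM against 95.6 and 88.8 TPM, though its log2 ratio was 2.60 with median-of-ratios scaling. Of the 6 RNA-binding factors, Fmr1 and rump had both above. The gene sqd had both below, at 1048 and 872 TPM against 1079 and 1076 TPM, though its log2 ratio was 3.38 with median-of-ratios scaling. The EC-RNA replicates of the other 3, bel, Caper and stau, were more than 10-fold apart on TPM + 1. Fmr1 was at 271 and 538 TPM against 121 and 119 TPM, and rump at 303 and 236 TPM against 41.8 and 48.9 TPM. For both ion channels the EC-RNA replicates were more than 10-fold apart. Piezo was at 0.806 and 55.9 TPM against 58.4 and 55.4 TPM, and SK at 0.338 and 84.3 TPM against 15.9 and 11.6 TPM. Of the 5 signal receptors and transducers, EcR and Egfr had both EC-RNA values above. EcR was at 473 and 201 TPM against 140 and 108 TPM, and Egfr at 66.3 and 37.3 TPM against 11.3 and 16.0 TPM. The cytoskeletal factor spas was at 0.380 and 70.9 TPM against 18.7 and 14.1 TPM. None of these genes was called, over all genes tested or adjusted over each list alone, and none had an unadjusted p-value below 0.05. As single S1 Table transcripts, those of ttk, gro and Rac1 were called higher. The ttk transcript FBtr0303228 was at 60.6 and 65.8 TPM in EC-RNA and at 0 and 0.312 TPM in ref-RNA, a log2 fold change of 5.81 (standard error 0.46, limma adjusted p = 0.0067).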

We also identified multiple transcripts encoding general regulators of neurotransmission, including *Frq1*, *brp*, *Csp*, *and Rim*. 

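Summed over its transcripts, Frq1 was at 2.91 and 23.9 TPM in EC-RNA and at 0.862 and 1.86 TPM in ref-RNA, with both EC-RNA values above. Csp was at 108 and 300 TPM in EC-RNA and at 101 and 66.3 TPM in ref-RNA, also with both above. The gene brp was at 1.30 and 15.4 TPM in EC-RNA and at 2.89 and 2.04 TPM in ref-RNA, while the mock-tagged libraries held 27.0 and 80.4 TPM. TPM leaves out the lower yield of the mock-tagged libraries. Rim was blank in 5EC-tagged replicate 1 and at 2.47 TPM in replicate 2, with 2.12 and 2.00 TPM in ref-RNA. None of the 4 genes was called in limma's test, and the smallest adjusted p-value was 0.207, for Frq1.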

While differences in experimental design and target cell populations limit the validity of broad comparisons between our data and prior transcriptome studies, we selected two gene lists from prior studies to compare with our enriched gene set. Iyer et al. identified 40 transcription factor genes enriched in class I and/or class IV da neurons compared to whole larvae [6]. Our enriched gene set contains 6 of these 40 genes, a moderate but significant over-representation (Fisher’s exact test comparing representation in the EC-RNA dataset to representation in the *Drosophila* genome, p-value = 0.03). Hattori et al. identified 24 genes expressed in class I and/or class IV da neurons for which RNAi caused dendritic arborization phenotypes [5]. Our md neuron enriched gene set contains 10 of these 24 genes, a significant over-representation (Fisher’s exact test, p-value = 5 x 10^−6^).

### Candidate testing identifies novel regulators of md neuron dendrite arborization

We next sought to test the function of novel candidate genes in md neuron dendrite arborization. We focused on genes encoding mRNA-binding proteins (a significantly enriched GO category, **Fig 3**)) based on our interest in post-transcriptional control of mRNA processing [13]. 

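Of the genes rump, fus, bru1, sqd, stau, shep, elav, Fmr1, BicD and Caper, the EC-RNA replicates of 6 were more than 10-fold apart as gene sums on TPM + 1. The gene bru1 (chromosome 2L, 12175004 to 12313438) was at 0.764 and 200 TPM in EC-RNA and at 19.7 and 20.5 TPM in ref-RNA. The gene fus was at 0.692 and 183 TPM against 40.6 and 44.4 TPM, and BicD at 0.651 and 127 TPM against 43.4 and 36.6 TPM. The gene stau was higher in the other replicate, at 184 and 8.40 TPM against 45.9 and 47.0 TPM. Both EC-RNA values lay above both ref-RNA values for rump and Fmr1, and below for sqd and shep, although sqd and shep had log2 ratios of 3.38 and 1.86 with median-of-ratios scaling. The gene sqd was at 1048 and 872 TPM against 1079 and 1076 TPM. The gene elav was at 32.3 and 331 TPM against 63.1 and 54.8 TPM. None of the 10 was called in limma's test, and the smallest adjusted p-value was 0.121, for rump. Of their single S1 Table transcripts, 8 were blank in 1 of the 2 5EC-tagged libraries.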

Out of 20 enriched RNA-binding proteins (RBPs), 10 (*rump*, *fus*, *bru1*, *sqd*, *stau*, *shep*, *elav*, *Fmr1*, *BicD*, and *Caper*) have previously described functions in md neuron dendrite arborization (based on Flybase annotations or a RNAi screen of RBPs [4]). The RNAi screen of Olesnicki et al. [4] tested 7 additional RBPs that we identified as md neuron-enriched but did not detect any dendrite arborization defects, suggesting these RBPs have functions irrelevant to dendrite morphogenesis. 

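The values of YT521-B (the paper's ythdc1), hrg and heph are given for each gene and for the transcript S1 Table lists. YT521-B (chromosome 3L, 3370451 to 3374170) has 2 transcripts in the table. FBtr0073079, the one S1 Table lists, was at 183 and 69.6 TPM in EC-RNA and blank in ref-RNA and mock-RNA (limma adjusted p = 0.00858). FBtr0073078 was blank and at 0.217 TPM in EC-RNA and at 19.5 and 15.6 TPM in ref-RNA. As a gene sum, both EC-RNA values of YT521-B lay above both ref-RNA values, with a log2 fold change of 2.63 (standard error 1.13, limma adjusted p = 0.147). The gene hrg (chromosome 2R, 19663919 to 19669832) was at 1.36 and 110 TPM in EC-RNA and at 30.0 and 31.8 TPM in ref-RNA. Its listed transcript, FBtr0111010, was at 0.0310 and 110 TPM in EC-RNA and at 0 and 1.04 TPM in ref-RNA. The gene heph (chromosome 3R, 31846987 to 32015520) was at 2.43 and 499 TPM in EC-RNA and at 164 and 137 TPM in ref-RNA. Of its 25 transcripts, 18 had a value in some library. FBtr0300270, the listed one, was blank in 5EC-tagged replicate 1, at 188 TPM in replicate 2 and blank in ref-RNA. Neither hrg nor heph was called as a gene sum (limma adjusted p = 0.765 for hrg and 0.659 for heph).

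**Figure D5:**
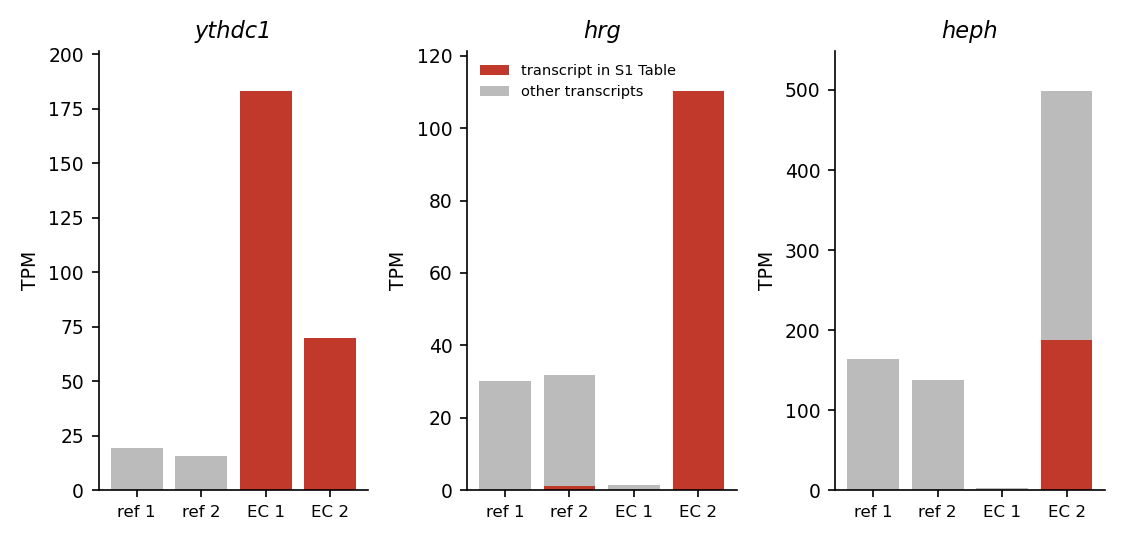
TPM (vertical axes, each from 0) of ythdc1 (YT521-B), hrg and heph in the ref-RNA and EC-RNA libraries, with the transcript listed in S1 Table in red and the gene's other transcripts stacked in grey. In replicate 1 of EC-RNA, hrg is at 1.36 and heph at 2.43 TPM, and in replicate 2 they are at 110 and 499 TPM.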

We focused on the remaining 3 RBPs with no available md neuron information: *ythdc1* (also known as *YT521-B*), *hiiragi* (*hrg*), and *hephaestus* (*heph*). Ythdc1 is a nuclear-localized m6A binding protein that regulates alternative splicing [14]. Hiiragi is a poly(A) polymerase that acts on nascent mRNAs and regulates poly(A) tail length of cytoplasmic mRNAs in oocytes [15]. Hephaestus is a polypyrimidine tract binding protein that represses translation of *oskar* in oocytes [16]. 

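Caper (chromosome 2L, 7032721 to 7037878) has 7 transcripts in the table, and 5 had a value in some library. Its listed transcript, FBtr0089640, was blank in 5EC-tagged replicate 1, at 140 TPM in replicate 2, and blank in ref-RNA and mock-RNA. In ref-RNA the gene was represented mainly by FBtr0344711, at 19.8 and 29.7 TPM, and FBtr0344709, at 16.2 and 14.8 TPM, both blank in EC-RNA. As a gene sum Caper was not called (limma adjusted p = 0.682).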

We selected a known md neuron RBP enriched in our dataset, *Caper*, as a positive control. Caper regulates alternative splicing and is required for proper dendrite arborization of the ddaC class IV da neuron [17].

We crossed a single *UAS-RNAi* line for each gene of interest to *Gal4*^*477*^, *UAS-mCD8*::*GFP* [4]. The membrane-tethered GFP allowed us to measure the number of dendrite branch termini and dendritic field size in ddaC neurons of late L3 larvae. *Gal4*^*477*^ expression begins in newly differentiated class IV da neurons of embryos and continues throughout larval development [18]. *Gal4*^*477*^, *UAS-mCD8*::*GFP* crossed to wildtype served as a negative control. *Caper* RNAi caused a significant increase in dendrite branch termini but no increase in dendritic field size since the terminal branches tended to be short and tightly clustered (**Fig 4**). These *Caper* RNAi results are very similar to the previously described *Caper* loss-of-function phenotype [17]. For the analysis of *ythdc1*, we used a previously described loss of function mutant [19] combined with *Gal4*^*477*^, *UAS-mCD8*::*GFP* as well as a *ythdc1* RNAi line. Neither *Ythdc1* loss of function (**Fig 4**) nor ythdc1 RNAi (data not shown) affected the number of dendrite branch termini or field coverage. In contrast, *Heph* RNAi caused a significant decrease in the number of branch termini and field size (**Fig 4**). *Hrg* RNAi also caused a significant decrease in branch termini and field size but the termini / field size value was not significantly different from controls (**Fig 4**). While limited to the individual RNAi lines tested, these results suggest that *heph* knockdown primarily affects branching, resulting in fewer termini and reduced dendritic field size, while *hrg* knockdown primarily affects dendrite growth without directly affecting branching.

**Fig 4:**
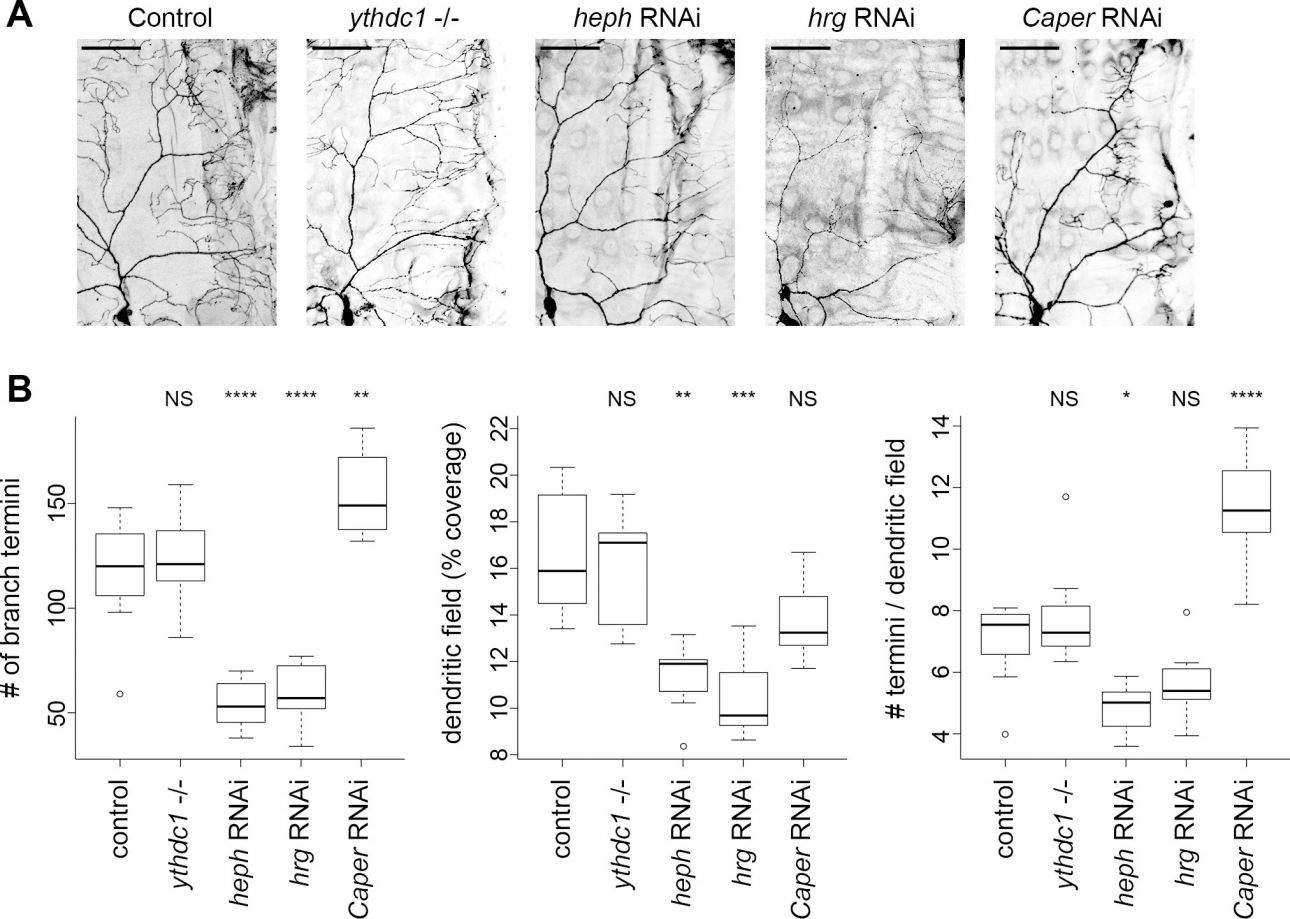
Identification of novel regulators of md neuron dendrite arborization. **A.** Dendrite arborization in control and mutant class IV ddaC neurons. A representative image is shown for each genotype. The same region was analyzed in all cases, with the cell body positioned at lower left. Larva anterior is to the left and dorsal is at the top. Scale bar = 50 μm. **B.** Quantification of dendrite arborization. Within the window applied to all neurons (as shown in panel A), the number of branch termini were counted and the total dendrite length was traced and quantified (pixels) then divided by the total pixels of the window to calculate the dendritic field (% coverage). The number of termini per neuron was divided by the dendritic field % coverage to calculate # termini / dendritic field. Sample sizes: control n = 9, *ythdc1-/-* n = 9, *heph* RNAi n = 8, *hrg* RNAi n = 8, *Caper* RNAi n = 8. Data were analyzed using ANOVA with Tukey HSD post-test. P-value code: **** ≤ 0.0001, *** ≤ 0.001, ** ≤ 0.01, * ≤ 0.05.

## Discussion

We selected larval multidendritic sensory neurons for transcription profiling for two reasons: 1) this cell population presents a good target for testing the specificity and sensitivity of EC-tagging and 2) md neurons have previously been used to identify post-transcriptional regulators of dendrite arborization and we reasoned that EC-tagging would enable identification of additional genes in this category. Our prior EC-tagging work [8] used a microarray platform and focused on relatively large populations of cells (all neurons of the central nervous system, mushroom body neurons); in contrast, this work demonstrates that EC-tagging can be combined with RNA-seq and is sensitive enough to identify transcripts in a rare neuronal population. We estimate there are 484 md neurons per larva (22 md neurons per hemisegment [20]) compared to tens of thousands of cells in the larval carcass. Through the use of EUd-tagged and mock-tagged references, we obtained significant enrichment of expected md sensory neuron transcripts and a list of potential novel regulators of md neuron development and function.

Neuronal metabolic RNA labeling experiments have revealed that profiling newly transcribed mRNAs can reveal gene expression dynamics that are missed by more traditional steady-state measurements [21, 22]. Analysis of mRNAs synthesized over a relatively short period likely aided our detection of transcripts that have a high rate of decay, such as transcription factors, signaling factors, and RNA binding proteins (classes of genes we have shown to encode low stability mRNAs [13]). For example, in the embryonic nervous system, mRNAs encoding the three RBPs we selected for analysis (*ythdc1*, *heph*, and *hrg*) all have below average half-lives [13]. As previously described [7], metabolic RNA tagging approaches are most effective when comparing purified target cell RNA to a reference generated by metabolic tagging in all cell types of the starting material (tissue or whole animal). For this reason, any genes transcribed in more abundant cells of the carcass are unlikely to be identified as md neuron-enriched in this study. For example, Iyer et al. identified the transcription factors *Poxm* and *Hand* as transcribed in da neurons but these genes are also transcribed in larval muscle and are abundant in our EUd ref-RNA. 

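Poxm (chromosome 3R, 8319025 to 8333792) was at 3.24 and 3.27 TPM in ref-RNA and was blank in both 5EC-tagged and both mock-tagged libraries. Hand (chromosome 2L, 10292679 to 10295385) was at 30.3 and 38.2 TPM in ref-RNA, blank and at 0.401 TPM in EC-RNA, and blank in mock-RNA. Its log2 fold change was -4.89 (standard error 0.35, limma adjusted p = 0.00292). Both genes were called lower in EC-RNA, over all genes tested and when adjusted over the list alone. Of all 9064 genes tested, 5080 were called lower, with a median log2 fold change of -2.59. Such a call therefore does not by itself set a gene apart.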

EC-tagging may be best suited for the discovery of differentially transcribed genes while physical isolation methods such as FACS are better suited for defining complete transcriptomes. Depending on experiment goals, the potential for a less comprehensive transcriptome profile generated by EC-tagging should be weighed against the risks of perturbing gene expression through the use of physical isolation.

RNA-binding proteins have previously been shown to play important roles in md neuron dendrite arborization [4]. Given the significance of this class of post-transcriptional regulators in dendrite arborization, we prioritized the analysis of RBPs from among all the candidate regulators of md neuron development identified in this study. Olesnicky et al. used a comprehensive RNAi-based screen to identify a large number of RBPs that affect class IV da neuron dendrite morphogenesis. We identified three additional md neuron-enriched RBPs of interest: *ythdc1*, *hrg* and *heph*. Knockdown of *hrg* and *heph* resulted in dendrite arborization defects while *ythdc1* loss of function and knockdown had no effect. The lack of a dendrite arborization phenotype in the *ythdc1* mutants may indicate this is a false positive (not expressed in md neurons). It is difficult to test this possibility without a Ythdc1 antibody, but the widespread expression of Ythdc1 in CNS neurons [14] suggests a general neural function. An alternative explanation is that Ythdc1 controls splicing of transcripts that are irrelevant to dendrite arborization. *Drosophila* motor neurons that lack m6A, the RNA modification recognized by Ythdc1, do not have growth or patterning defects but do have a moderate increase in the number of synaptic boutons and active zones per bouton [14]. Loss of Ythdc1 in md neurons may similarly affect synapses or synaptic activity, phenotypes that would not be detected in our analysis. The *hrg* RNAi phenotype may be explained by Hrg’s interaction with Orb, an ortholog of human cytoplasmic polyadenylation element binding protein 1. Hypomorphic alleles of *orb* cause dendrite arborization defects in class IV da neurons [23], with decreased branching and decreased field size similar to what we observed in *hrg* RNAi neurons. Hrg and Orb may regulate cytoplasmic polyadenylation in md neurons, likely targeting mRNAs encoding regulators of dendrite growth. Heph may affect dendrite arborization via its repression of *oskar* (*osk*) translation. Oskar is necessary for proper localization of *nanos* mRNA in class IV da neurons and *osk* loss of function decreases dendrite branching [24], similar to the phenotype we observe in *heph* RNAi neurons. *Osk* mRNA is transported along dendrites [24] and Heph likely represses *osk* translation during transport, as it does in oocytes [16]. In this model, *heph* knockdown may cause a phenotype similar to *osk* loss of function due to altered Osk distribution in dendrites. Confirming these predicted interactions and further defining mechanisms by which Hrg and Heph control dendrite arborization will be important areas of future investigation.

## Materials and methods

### Drosophila genetics

The following lines were obtained from the Bloomington *Drosophila* Stock Center: Oregon-R-P2 (wildtype) (stock # 2376), *Gal4*^*477*^, *UAS-mCD8*::*GFP* (stock # 8746), *UAS-ythdc1{RNAi}* (stock #34627), UAS-hrg{RNAi} (stock # 33378), UAS-heph{RNAi} (stock # 55655). For EC-tagging, *Gal4*^*109(2)80*^ (stock # 8769) was combined with *UAS-CD*:*UPRT* on the 3^rd^ chromosome (stock # 77120) to make the stable line *Gal4*^*109(2)80*^*; UAS-CD*:*UPRT*. The ythdc1 loss of function mutant, *YT521-NP2]/ TM6C -1*, was provided by Dr. Eric Lai.

### EC-tagging, RNA purification and sequencing library preparation

5-ethynylcytosine was synthesized as previously described [8]. Biological replicates were prepared by carrying out 5EC, 5EUd, or mock feeding, carcass dissections and RNA processing independently. Larvae were reared at 25°C and fed 1 mM 5EC or 5EUd from 72–84 hours after hatching. Total carcass RNA was extracted using Trizol. For each treatment, duplicate 20 μg RNA samples (obtained from 25–30 carcasses) were biotinylated using Click-iT Nascent RNA Capture reagents (ThermoFisher) and purified on Dynabeads MyOne Streptavidin T1 magnetic beads (ThermoFisher) as previously described [8]. After the final wash, beads were combined with NuGen Ovation Universal RNA-Seq reagents, following the manufacturer’s protocol beginning at first strand cDNA synthesis. Primer annealing and cDNA synthesis was performed in a heated lid thermomixer to ensure beads did not settle. After cDNA synthesis, beads were washed three times with 500 μl 1X PBS, discarding the supernatant each time. Beads were resuspended in 50 μl RNaseA/T1/H elution mix (1X RNAse H buffer, 12.5 mM D-biotin, RNase A/T1 cocktail (0.1 U/μl), RNase H (0.1 U/μl)) and incubated at 37°C for 30 minutes at 1,000 rpm in a thermomixer. The reaction was stopped by adding 1 μl of DMSO and heating at 95°C for 4 minutes. Beads were collected on a magnet and the supernatant was mixed with DNA binding buffer and applied to a Zymogen DNA Clean and Concentrator-5 column to purify first-strand cDNA. Following purification, the duplicate samples were combined into a single tube and the volume was reduced to 10 μl using a SpeedVac concentrator. The samples were then used to make second-strand cDNA according to the NuGen Ovation Universal RNA-Seq protocol, including adapter ligation and ribosomal RNA depletion using a *Drosophila*-specific AnyDeplete rRNA primer mixture. Libraries were amplified and purified according to the NuGen protocol and quality was assessed using an Agilent Bioanalyzer DNA high-sensitivity chip.

### RNA-sequencing and bioinformatics

Sequencing was performed on a HiSeq 2500. Sequence data were trimmed using *Trimmomatic* prior to mapping to the *Drosophila melanogaster* cDNA transcriptome (BDGP6) using *kallisto*. Differential expression analysis was performed using *DESeq2* [25]. The EUd-RNA reference subset was obtained using the *shuf* command in UNIX to randomly select 2.7 million reads from the EUd-RNA BAM files. Gene ontology analysis was performed using DAVID functional annotation clustering [26], with the pre-loaded *Drosophila melanogaster* gene set as background, high classification stringency and default settings for all other parameters. Unnamed genes (those identified only by CG number) were excluded from GO analysis. Only categories with an enrichment of ≥ 2.0 and Bonferonni-corrected p-values of < 0.01 were considered significant.

### Imaging and quantification of dendrite morphology

Dendrite morphology was analyzed in wandering larval stages. Larval fillet preparations were fixed using formaldehyde and stained with rat anti-mCD8 (ThermoFisher) at 1:100 followed by Alexa Fluor 488 anti-rat secondary antibody (ThermoFisher) at 1:200. Imaging was performed using a Zeiss LSM 880 confocal microscope. The number of branch termini and total dendrite length were quantified in Z-series projections. Branch terminal counting and dendrite tracing was performed using Adobe Photoshop and dendrite length (pixels) were quantified using Zeiss Zen Blue software. Dendritic field (% coverage) values were calculated by dividing the number of pixels in the dendrite trace by the total number of pixels in the area analyzed (the fixed-size analysis window applied to all neurons). All statistical analyses were performed in R. Normal distribution of the data for each genotype was confirmed using the Wilk-Shapiro test. Statistical significance was determined using ANOVA with Tukey HSD post-test.

## Supporting information

S1 Fig RNA-seq correlation between biological replicates. (PDF) Click here for additional data file.

S2 Fig GO category enrichment from EC-RNA versus subset ref-RNA differential expression. (PDF) Click here for additional data file.

S1 Table Differential expression data for EC-RNA versus full and subset ref-RNA, differential expresssion data for EC-RNA versus mock-RNA. (XLSX) Click here for additional data file.

# Supplementary material for: Identification of novel regulators of dendrite arborization using cell type-specific RNA metabolic labeling
**Source:** PLoS One. 2020 Dec 2;15(12):e0240386. doi: 10.1371/journal.pone.0240386
**Supplement:** S1 Fig

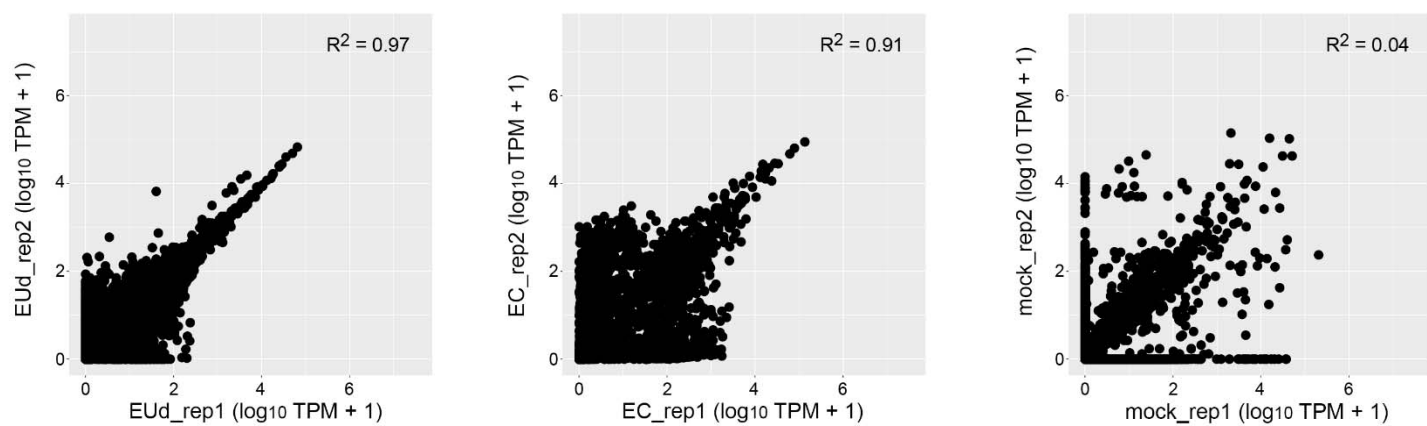

**Supplemental Figure 1.** Transcript level correlations for biological replicates. TPM = transcripts per million.

# Supplementary material for: Identification of novel regulators of dendrite arborization using cell type-specific RNA metabolic labeling
**Source:** PLoS One. 2020 Dec 2;15(12):e0240386. doi: 10.1371/journal.pone.0240386
**Supplement:** S2 Fig

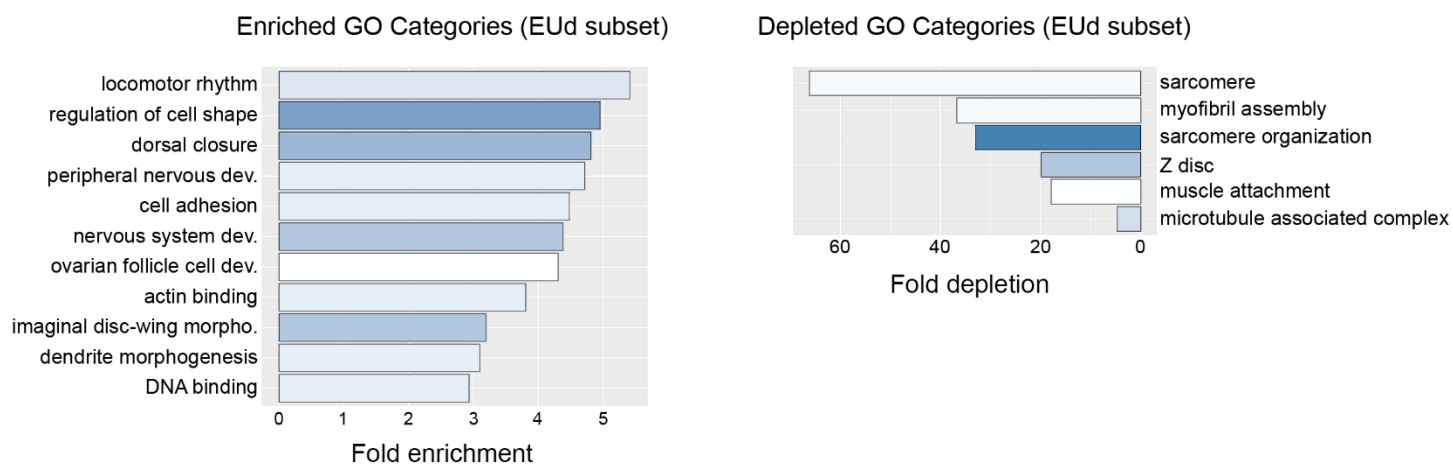

**Supplemental Figure 2. Gene ontology of enriched and depleted transcripts based on EC-RNA compared to the subset ref-RNA.** GO categories over-represented among EC-RNA enriched and depleted genes. Observed / expected value = frequency of category genes in EC-RNA / frequency in the *Drosophila* genome. Heatmap = Bonferroni-corrected P-values.

How the deposited data were processed for this re-analysis (not part of the article)

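RNA was captured from larval carcasses of 3 sample types, with 2 biological replicates of each: 5EC-tagged RNA from larvae expressing CD:UPRT in md neurons (EC-RNA), 5EUd-tagged RNA from all cells (ref-RNA) and mock-tagged RNA from larvae fed neither analog (mock-RNA). The authors trimmed the reads with Trimmomatic, pseudo-aligned them to the annotated transcripts of BDGP6 with kallisto and deposited a table of TPM for each transcript in each library. It holds 30828 transcripts of 14240 genes. No cell holds a written 0 and 132111 cells are blank. The blanks were read as 0. Because TPM keeps no depth and no counts were analysed here, the precision of a single value could not be derived from its reads, and the spread between replicates was used in its place. The authors tested the read data with DESeq2, and that step was not repeated here. The comparison with a random subset of ref-RNA reads was not analysed here either.

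The design set a count test if the table held counts and limma if it held TPM, so limma 3.58.1 in R 4.3.3 was used. Values were transformed to log2(TPM + 1), transcripts with a mean of at least 1 TPM over the 4 libraries compared were kept, and the moderated test with a trended spread was run without a replicate term. Calls needed a Benjamini-Hochberg adjusted p-value below 0.05 and a difference of at least 2-fold. Only the libraries of the 2 sample types compared entered each fit. The fit was tested on simulated data with 200 changed transcripts, once with the spread of each tagged sample type, and false calls made up 16.2% of calls for 5EC and 10.5% for 5EUd. Transcripts blank in both replicates had no spread in the simulation, and no general shift was simulated, so the rates in the data may differ. Gene values are sums over transcripts and were tested in the same way. Other values were computed with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. Coordinates come from the BDGP6.54 annotation of Ensembl release 115, in which 14140 of the genes were found.

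The genes and transcripts named were fixed by rule: every gene the paper names in its results or discussion or labels in Fig 1, as a gene sum and as the S1 Table transcript with the smallest adjusted p-value, and the 5 transcripts called higher and the 5 called lower with the smallest p-values among those whose 2 EC-RNA values lay both above or both below the ref-RNA values. Where the text names others, they were chosen after their values were seen. The copy of S1 Table used lists 936 enriched transcripts, where the paper's text gives 937, and 84 potential background transcripts, where it gives 85. No overlap or enrichment test was run on it. Alternatives set before the data were examined were another filter on low values, pseudocounts of 0.1 and 10, quantile normalization, rescaling without the 10 most abundant transcripts of each library, gene sums, all 3 sample types in one fit, a replicate term and leaving out each replicate. Median-of-ratios scaling, the mean of the log2 values for lists of genes and the summaries over the S1 Table lists were added after seeing the data. A difference in R2 of up to 0.05 was taken as unchanged. With 2 libraries per sample type, leaving one out leaves a sample type with a single library. No test was run on these sets, and only values are given.

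Marker lists for neurons, md neurons, muscle and cuticle were written for the re-analysis from general knowledge of these tissues, after single values of Piezo, Act57B, Lcp4 and a ct transcript had been seen. Each list's median log2 ratio was set against 10000 random lists drawn from the 100 genes nearest in ref-RNA level, and again, as a check added after the first result was seen, nearest in level times transcript length.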

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

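For EC-RNA against ref-RNA, the number of transcripts called higher was 86 and stayed between 71 and 99 under the other filters, the other pseudocounts, all 3 sample types in one fit, the replicate term and rescaling without the most abundant transcripts. It was 18 as gene sums, of 9064 tested, and 0 with quantile normalization, with 467 at an unadjusted p-value below 0.05. The number called lower was 6472. It was 2219 with a mean of at least 10 TPM, where 5642 transcripts are tested, 3392 with a pseudocount of 10 and 0 with quantile normalization, with 1144 at an unadjusted p-value below 0.05. With median-of-ratios scaling, chosen after seeing the data, the counts were 195 higher and 2332 lower, and 81 of the 86 transcripts called higher were among the 195. Requiring a value above 0 in both replicates of the higher sample type removed no call, so it says nothing about stability.

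For EC-RNA against mock-RNA, 0 transcripts were called in either direction, with 393 higher and 107 lower at an unadjusted p-value below 0.05. The counts were 66 higher and 8 lower with all 3 sample types in one fit, 4 and 1 with a pseudocount of 10, 5 and 2 with quantile normalization, and 14 and 1 as gene sums. For mock-RNA against ref-RNA, 176 were called higher and 7620 lower. The counts were 93 and 3054 with a mean of at least 10 TPM, 96 and 4677 with a pseudocount of 10, 221 and 777 with quantile normalization, 66 higher as gene sums and 270 higher with median-of-ratios scaling. The cause of these changes was not tested.

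The replicate numbers did not pair the libraries. The correlation of the replicate differences between the sample types was -9.63e-06 for EC-RNA and ref-RNA, -0.00205 for EC-RNA and mock-RNA, and -0.00204 for mock-RNA and ref-RNA. With the replicate block, 71 transcripts were called higher and 5299 lower in EC-RNA against ref-RNA, 60 and 21 against mock-RNA, and 163 and 7135 in mock-RNA against ref-RNA.

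R2 between replicates depended on the scale. On log10(TPM + 1) it was 0.641 for 5EUd, 0.176 for 5EC and 0.257 for mock. As a squared Spearman correlation it was 0.512, 0.241 and 0.145. Without the 10 most abundant transcripts it was 0.787 for 5EUd and 0.572 for 5EC.

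The median log2 fold change of the Fig 1 md neuron genes was 0.77. It reversed to -0.25 for the mean of the log2 values, an alternative chosen after seeing the values. It was 0.58 with a pseudocount of 10, 0.96 without the 10 most abundant transcripts of each library, 6.26 for the single S1 Table transcripts, of which all 8 are listed at 0 in both 5EUd-tagged libraries, and 4.07 with median-of-ratios scaling, and from 0.54 to 0.78 across the 4 sets that each left out one replicate. For the Fig 1 muscle genes it was -0.65, -0.86 for the mean of the log2 values, -5.77 for the single transcripts, of which 4 of 8 are listed at 0 in both 5EC-tagged libraries, and from -1.39 without 5EC-tagged replicate 2 to -0.16 without 5EC-tagged replicate 1. It reversed to 2.72 with median-of-ratios scaling, which by construction raises EC-RNA against ref-RNA by a mean of 3.50 on the log2 scale. The log2 size factors were -2.20 and -1.65 for 5EC-tagged replicates 1 and 2, so the shift of a single gene differs.

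For the S1 Table enriched transcripts the median was 4.66. It was 2.90 for the mean of the log2 values, 6.74 and 2.52 with pseudocounts of 0.1 and 10, 1.29 as gene sums, 7.11 with median-of-ratios scaling, and from 1.99 without 5EC-tagged replicate 2 to 4.76 across the sets that each left out one replicate. For the depleted transcripts it was -5.33. It was -5.14 for the mean of the log2 values, -8.59 and -2.31 with pseudocounts of 0.1 and 10, -0.75 as gene sums, -3.80 with median-of-ratios scaling, and from -5.48 to -5.20 across the sets that each left out one replicate.

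These medians include transcripts listed at 0 in a whole sample type, 406 of the 936 in ref-RNA and 160 of the 236 in EC-RNA, so their size depends on the pseudocount and is no fold change of the transcripts.

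The count model with DESeq2 and the random subset of ref-RNA were planned for a count table and were not run on TPM. With 2 libraries per sample type, no other split of the libraries was tested.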

Differences from the paper's values

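The paper gives 937 enriched transcripts, and limma on log2(TPM + 1) called 86. None of the alternatives set before the data were examined closed the gap, and neither did median-of-ratios scaling, chosen after seeing the values, with 195. The paper gives 236 depleted transcripts, against 6472 called lower here. None of the alternatives closed this gap either. Quantile normalization, with 0 called lower, lay on the other side of the paper's number. The paper gives 852 enriched transcripts after comparison with mock-RNA. Here 0 of the 86 transcripts called higher than ref-RNA were also called higher than mock-RNA, and no alternative set before the data were examined closed the gap.

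In the paper's S1 Table the log2 fold change is 8.19 for the Frq1 transcript FBtr0335119 and 8.32 for the rump transcript FBtr0304684. The plain log2 ratios of mean TPM are 5.00 and 4.86. With median-of-ratios scaling, which was chosen after seeing the values, they are 8.33 and 8.45.

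The paper lists jim, shn, sqd and shep among its enriched genes from single transcripts. As gene sums, both EC-RNA values of each lay below both ref-RNA values, with log2 ratios of -0.91, -1.38, -0.17 and -1.36. With median-of-ratios scaling, chosen after seeing the values, the ratios were 2.60, 2.28, 3.38 and 1.86. The paper labels how as a depleted muscle gene from a single transcript. As a gene sum its log2 ratio was 1.01, with both EC-RNA values above both ref-RNA values.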

Other observations

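The tests of few captured molecules, of cell type alone, of chance alone, of reads carried over or misassigned from 5EUd libraries, and of genes abundant in mock-RNA were chosen after the results were seen. The tests of size factors, isoform splitting and marker genes were written before their results were seen, although the offset and the differences between replicates that they address had been seen, and the match on transcript length was added to the marker test after its first result.

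The ratios of EC-RNA to ref-RNA fell into 2 clusters in each 5EC-tagged library. Cell type alone is argued against, since 63.2% of the genes in the upper cluster of either replicate were in it in only 1. Chance capture alone is also argued against, by a small margin. Of 3556 genes, 713 were in the upper cluster of both replicates, where shuffles within 20 strata of ref-RNA level times transcript length averaged 672, an excess of 6.05%. Of 10000 shuffles, 2 were as large, and with 50 and 100 strata 0 and 3 were. The criterion first written, a number above every shuffle, was not met with 20 strata, whose largest shuffle was 717; it was replaced by a share below 2.5% after the result was seen. A property of genes that both replicates share, cell type included, stays open for this excess. Few captured RNA molecules per library may account for much of the rest. The share of genes in the upper cluster of replicate 1 was 17.2% at 20 to 50 TPM in ref-RNA, 32.0% at 50 to 100, 43.8% at 100 to 300, 65.3% at 300 to 1000 and 92.7% above.

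The lower cluster stood at a median of 1.61% of ref-RNA in 5EC-tagged replicate 1 (25th to 75th percentile, 1.08% to 2.55%) and 0.648% in replicate 2. Sequence carried over from the 5EUd-tagged libraries could give such a near-constant share. An equal number of misassigned 5EUd reads in every library is argued against. The paper gives the mock-tagged libraries the fewest reads, so they would hold the largest share of 5EUd sequence. Of the 10 most abundant ref-RNA genes, 4 had a mock-RNA mean below 1.61% of ref-RNA, the replicate 1 median. Against the replicate 2 median of 0.648%, 2 of the 10 were below. The lowest, mt:Cyt-b, was at 0.436%. Carry-over of another form and real low-level capture cannot be told apart, since transcripts at 5 TPM or more in only 1 5EUd-tagged library did not show a source. In replicate 1, 11.8% of those seen in 5EUd-tagged replicate 1 only and 9.46% of those seen in replicate 2 only had a lower-cluster value.

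The log2 fold changes of S1 Table lie above the plain ratios of mean TPM. The median offset was 3.44 over the 378 enriched transcripts with means of at least 0.1 TPM in both sample types, and from 2.97 to 3.67 between the 5th and 95th percentiles. Median-of-ratios scaling of the TPM values shifts EC-RNA against ref-RNA by a mean of 3.50. Size factors of this kind may therefore be a source of the offset. By that mean shift, a transcript at the same TPM in both sample types counts as 11.3-fold higher in EC-RNA.

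Of the 936 enriched transcripts of S1 Table, 72.6% had EC-RNA replicates more than 10-fold apart on TPM + 1. Splitting of reads among isoforms is argued against as the whole cause. Of the 115 from genes with a single transcript in the table, 92.2% were more than 10-fold apart, and as gene sums 60.0% of 855 genes were. Among all 3421 transcripts at 10 TPM or more in a 5EC-tagged library the share was 78.3%, against 16.9% of 8644 such transcripts for 5EUd. Few captured molecules stay open as a candidate explanation. There are 74 genes with transcripts in both the enriched and depleted lists.

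Some genes abundant in mock-RNA were raised in EC-RNA. Of the 30 nuclear genes at 500 TPM or more in both mock-tagged libraries, ribosomal RNA left out, 12 had both EC-RNA values above both ref-RNA values. The test asked whether most were higher in EC-RNA by their mean, and 15 of 30, 50.0%, were. Their median log2 ratio of EC-RNA to ref-RNA was 0.23, above all random lists matched on ref-RNA level, whose median was -0.80, and above all lists matched on level times length, but this percentile was not the measure the test had named. Of the 9 genes below 20 TPM in ref-RNA, 8 had both EC-RNA values above. The median EC-RNA value of these 9 was 2.97% of mock-RNA, and their median ref-RNA value was 0.0780% of it. CG12730, named after its values were seen, was at 51078 and 42340 TPM in mock-RNA, 620 and 557 TPM in EC-RNA and 18.4 and 11.7 TPM in ref-RNA. The test as named cannot decide whether non-specifically captured RNA, diluted by tagged RNA, is the cause. Such RNA can raise EC-RNA above ref-RNA only where ref-RNA is low, so genes abundant in ref-RNA do not bear on it. For the 9 low genes it stays a candidate, and other causes were not tested.

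The marker lists gave mixed results. The median log2 ratio of the 18 neuron markers was -0.58, at percentile 99.95 of lists matched on ref-RNA level (99.6 with length), while none of the 18 had both EC-RNA values above both ref-RNA values and 8 had both below. Limma called 5 of the 18 lower in EC-RNA and none higher, and 4 were blank in both 5EC-tagged libraries. The median was -1.03 for the mean of the log2 values, at percentile 99.35 (99.87 with length), -1.49 with 5EC-tagged replicate 1 alone and -0.87 with replicate 2 alone. By this measure the neuron list fell less than other genes of its level, which here are mostly lost. The cuticle list ranked as high, at percentile 99.92, and the md neuron list did not stand apart. The percentile therefore cannot tell whether neuron transcripts were retained because of the tagging. For the 11 md neuron markers the median was -0.98, at percentile 84.1 (93.9 with length), with none above both ref-RNA values, 5 below both, 4 blank in both 5EC-tagged libraries and 2 called lower. It was -1.93 with replicate 1 alone and -0.91 with replicate 2 alone. For the mean of the log2 values it was -1.47, at percentile 29.2 (80.3 with length). For the 14 muscle markers it was -0.93, at percentile 19.1 (7.14 with length), although 12 had both EC-RNA values below and 3 were called lower. For the mean of the log2 values it was at percentile 44.6 (12.4 with length). Neither list stood apart from random lists. The 10 cuticle markers had a median of 0.50, at percentile 99.92 (99.98 with length), with 3 above both ref-RNA values, 2 below both, 3 blank in both 5EC-tagged libraries and 1 called lower. For the mean of the log2 values it was 0.48, at percentile 99.97 (100 with length). It was 0.25 with replicate 1 alone and 0 with replicate 2 alone. Since the members of this list went both ways, whether cuticle transcripts are depleted stays open. Of the markers, 15, 7, 13 and 7 were at 1 TPM or more in both 5EUd-tagged libraries, and 4, 2, 3 and 3 have a transcript in S1 Table. These are listed as enriched, those of the muscle and cuticle markers included, except that of the md neuron marker ct, listed as depleted. Single values of Piezo, ct, Act57B and Lcp4 had been seen before the lists were written.

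The discussion names orb, osk and nos for published roles in class IV da neurons, in its proposals for how Hrg and Heph act. Of these genes, osk was blank in all 6 libraries. The gene orb was at 2.90 and 0.726 TPM in ref-RNA and blank elsewhere. The gene nos was at 147 TPM in mock-tagged replicate 1, at 0.268 TPM in 5EC-tagged replicate 1 and blank elsewhere.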
